A study of Mus musculus with 4 samples.

How the data were processed

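RNA from dissected cerebral cortex of mouse embryos at embryonic day 16.5 was sequenced in 4 libraries, 2 from wild-type embryos and 2 from embryos homozygous for the Pax6 allele Sey (small eye). Per the labels, the wild types were littermates and the background was mixed (C57BL/6J, 129S6 and CD1). Nothing in the labels ties a replicate number to a litter or says whether each library came from a separate embryo. The mutant libraries came from different animals, since Xist and Y-linked genes differ between them, but for the wild types this is open, so their part of the spread behind the p-values may be technical only. Per the labels' protocols, tissue was flash frozen, total RNA was purified on columns with a DNase step and checked for integrity, and libraries followed the standard Illumina procedure. Strand-specific preparation is not stated, and RNA selection (poly-A or ribosomal depletion) is not given in the sources used here.

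The authors deposited 1 table of 22770 genes with an FPKM value (fragments mapped to a gene, scaled by its exon length and by the mapped fragments of the library) for each library, per the file headers. The submitters' processing notes name TopHat2 2.0.9, Cufflinks 2.2.1 and edgeR, and the mouse builds GRCm38.p4 and mm10, without saying which step each was used for. The table also holds the authors' deposited group FPKM, a fold (the ratio of mutant to wild-type FPKM) and a p-value for each gene, per the file headers. The group value equalled the mean of both libraries within 0.01% for 94.7% of genes in mutants and 93.0% in wild types, and the deposited ratio equalled mutant over wild-type group FPKM within 0.1% for 99.4% of genes. The test behind the deposited p-value and any adjustment are not stated. Scaling between libraries beyond the FPKM unit is also not stated. In 25 rows a gene name had been turned into a calendar date by a spreadsheet, so symbols were taken by Ensembl identifier from a reference table, which matched 22599 of the 22770 identifiers. Coordinates are those of the GENCODE M21 annotation on GRCm38, counted from 1. The table's own locus equalled the annotated gene span for 10635 genes when its start was read as counted from 0. Cufflinks loci can hold several genes: 9357 genes shared a locus with another gene.

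Column totals lay between 579698 and 593256 FPKM. FPKM keeps no fragment totals, so absolute sequencing depth is not given directly and was not estimated, but the lowest genes give the depth in relative terms. For genes under 0.15 FPKM times kilobases of exon, ratios between libraries clustered at the ratio of what 1 fragment is worth, with 86.0% to 90.1% of 203 to 292 genes within 0.05 on the log2 scale of the most frequent ratio. Relative to wild-type library 1, the depth was 0.783 in wild-type library 2, 0.866 in mutant library 1 and 1.19 in mutant library 2. For a gene with 2 kb of exon the lowest frequent value, about 1 fragment, was 0.048 to 0.073 FPKM, so values below about 0.5 FPKM rest on few fragments.

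Genes with at least 0.5 FPKM in 2 or more libraries were kept (15399 genes). Values were transformed to log2(FPKM + 0.5), and genotype was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend, prior degrees of freedom 3.05), with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. Fold changes are differences on the log2(FPKM + 0.5) scale, mutant minus wild type, which understates the change of low genes. Gene values are means ± SD of FPKM with n = 2 unless a library is named. The script was tested on simulated values for the same 15399 genes with 200 genes changed: it recovered 12% of genes changed 1.5-fold, 36% at 2-fold, 74% at 4-fold and 92% at 8-fold, and 2 of its calls (1.8%) were false. A gene without a call here can therefore still differ by 2-fold.

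Before the data were examined, 33 gene lists were fixed from textbook knowledge of embryonic forebrain, and 32 had at least 4 tested members. Each was tested with camera from limma (correlation preset to 0.01, two-sided, adjusted over the 32 lists), again with the correlation estimated from the data, and with fry. Camera compares a list with all other genes. The fry p-value tests whether the genes of a list move, on balance, in 1 direction, its mixed p-value tests for change in either direction, and neither compares the list with other genes. Members are counted at an adjusted p under 0.05 over all genes and, separately, adjusted over the list alone. Lists overlap, and none was chosen on these samples. The named genes follow a rule fixed at the same time: Pax6, the 10 largest positive and 10 largest negative changes among called genes with groups that do not overlap, a mean of at least 1 FPKM in the higher group and a symbol that is not a predicted gene, clone or pseudogene; up to 4 members with the smallest p of every list with a call or a called member; at most 2 of the highest members of other lists; and Dlx1, Dlx2, Gsx2, Eomes and Neurog2. Some genes that meet the rule are not reported here. Other genes named were chosen after their values were seen. They are the further called or uncalled members given as examples of a list, genes near Pax6, and genes of the authors' table.

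Alternatives were another pseudocount (0.1 and 1), no filter, a mean of at least 1 FPKM, median size factors, quantile normalization, robust and untrended eBayes, other thresholds, genes found in 1 list only, the replicate number as a block, and each library left out in turn. Single values were compared with an exact permutation test (scipy 1.17.1), which with 2 against 2 libraries cannot go below p = 0.333. Figures were drawn with matplotlib 3.10.9. Where a gene is at 0 in both libraries of a group it is said to be listed at 0 and no fold is given.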

Results

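The data are FPKM values of 15399 genes above the filter in 4 cortex libraries from mouse embryos at day 16.5, 2 wild type and 2 homozygous for Pax6 Sey. Pax6 is a transcription factor of cortical progenitors, and the series belongs to a study of how the factors Dlx1 and Dlx2 act in making olfactory bulb interneurons. The comparison asks which genes differ in cortex when Pax6 is mutant. Each library had 13682 to 13875 genes at 1 FPKM or more, and mitochondrially encoded genes made up 13.1% to 15.2% of the FPKM total. Over the tested genes the Pearson correlation of log2 values was 0.982 between the wild types, 0.979 between the mutants and 0.974 to 0.975 across genotypes, a description across genes, which are not independent replicates. Mutant library 1 differed from the other 3 in sex-linked genes: Xist, expressed from the inactive X, was 350 FPKM there and 0.079 to 0.224 elsewhere, and the Y-linked Ddx3y was listed at 0 there and was 16.5 to 23.3 FPKM elsewhere.

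Pax6 RNA was higher in the mutants. It was 28.8 and 27.0 FPKM in the wild types and 101 and 120 FPKM in the mutants, a log2 fold change of 1.96 (SE 0.10, limma adjusted p = 0.00466). Pax6 (ENSMUSG00000027168) lies on chromosome 2 from 105668900 to 105697364 in GRCm38, and the values cover its annotated exons as a whole. The Sey allele is a point mutation that leaves a transcript, so the level of Pax6 RNA does not check the genotype label. Without wild-type library 1 or 2 the adjusted p was 0.0790 or 0.0820, past the threshold, with log2 fold changes of 2.01 and 1.91. The exact two-sided permutation test gave p = 0.333, the smallest 2 against 2 libraries allow.

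Mutant cortex had higher RNA of regulators of ventral progenitors and of GABAergic interneuron genes, and lower RNA of intermediate progenitor, glutamatergic and upper-layer genes, while 0 of 16 striatal projection neuron genes rose. Camera called 13 of 32 lists with its preset correlation and 0 with an estimated correlation, where the smallest was adjusted p = 0.356 with an estimated correlation, 2 lists had an unadjusted p under 0.05, and fry called 10. Of the 15399 genes, 536 passed an adjusted p under 0.05 in limma, 311 higher in the mutants and 225 lower, and 488 of them were protein-coding. Among the genes the naming rule selected as largest rises were Sp9 (2.38 ± 0.387 to 31.2 ± 2.09 FPKM, log2 fold change 3.47), Gsx2 (0.522 ± 0.382 to 9.33 ± 0.760, 3.32), Dlx5 (6.08 ± 1.25 to 64.3 ± 11.3, 3.30), Sp8 (1.79 ± 0.547 to 21.7 ± 3.60, 3.29), Dlx6 (1.25 ± 0.132 to 16.7 ± 5.18, 3.26), Dlx2 (11.7 ± 2.98 to 100.4 ± 4.2, 3.07) and Pbx3 (4.77 ± 1.09 to 42.5 ± 17.3, 2.98). They code for transcription factors. Slc18a2, the vesicular monoamine transporter, rose by 2.94. Adjusted p ranged from 0.00390 for Sp9 to 0.0219 for Pbx3. The antisense gene Dlx6os1 rose by 3.62, and a 146 nt RNA annotated under the same symbol was listed at 0 in both wild types and at 2373 and 1359 FPKM in the mutants. The longer gene spans Dlx6 and overlaps the short RNA, and strand use is not stated, so the values of all 3, Dlx6 included, are uncertain. Whether the very high FPKM of so short an RNA comes from how fragments were assigned to genes was not tested.

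The largest falls included Neurog2, the proneural factor of cortical progenitors (32.6 ± 7.85 to 1.79 ± 0.847 FPKM, log2 fold change -3.88), Neurod1, a factor of newborn glutamatergic neurons (16.7 ± 1.54 to 2.40 ± 0.959, -2.60), the netrin receptor gene Unc5d (18.0 ± 1.84 to 2.79 ± 0.869, -2.52) and Igfbp5 (13.9 ± 4.02 to 2.17 ± 0.00833, -2.40). Rlbp1, a retinaldehyde-binding protein gene, went from 47.9 ± 3.87 to 1.35 ± 0.469 FPKM (-4.73), Veph1 from 5.66 ± 1.2 to 0.0995 ± 0.0512 (-3.35) and Ly6g6e from 10 ± 1.54 to 0.750 ± 0.119 (-3.07). Veph1 overlaps the annotated gene Ptx3, so its value is uncertain. Cisd3, a mitochondrial iron-sulfur protein gene, fell from 1233 and 826 FPKM to 5.24 and 2.58 (-7.91). Whether its very high wild-type values come from how fragments were assigned to genes was not tested, so this fall is uncertain. Rbp7, a retinol-binding protein gene, was 8.82 and 7.22 FPKM in the wild types and listed at 0 in both mutants, and Nmnat1, its neighbour on chromosome 4, fell by 2.88 on the log2 scale. Adjusted p for these 10 genes lay between 0.00360 (Nmnat1) and 0.0196 (Neurod1).

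All 536 called genes had both mutants on 1 side of both wild types. That held for 51.6% of all tested genes, against 33.3% by chance, and 2997 genes had an unadjusted p under 0.05. The count fell to 7 without wild-type library 1, 13 without wild-type library 2, 59 without mutant library 1 and 27 without mutant library 2, each of which leaves 1 library in a group. It was 122 with no filter on low values and 54 without the mean-variance trend.

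**Figure D1:**
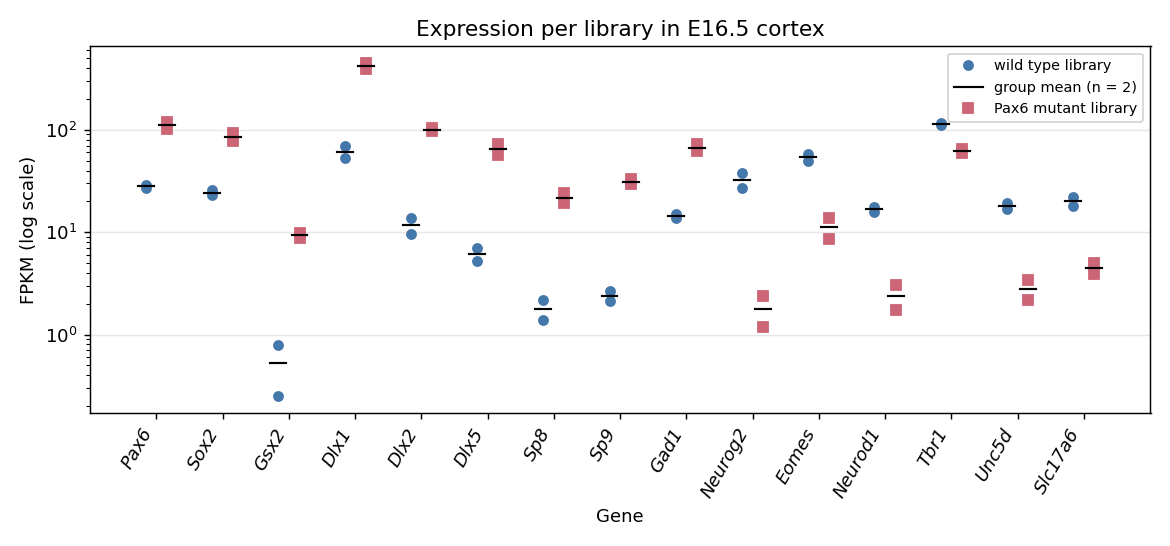
FPKM on a log scale of 15 genes in each of the 4 libraries, with wild types as circles, Pax6 mutants as squares and a black line at each group mean (n = 2). Dlx1 lies at 53.2 and 68.9 FPKM in the wild types and at 388 and 449 in the mutants, and Eomes at 49.98 and 57.4 against 13.8 and 8.64.

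Regulators of ventral progenitors, the genes that pattern the ganglionic eminences, were higher as a group. Of 16 tested members 9 rose and 0 fell, and 12 rose adjusted over the list alone. All 16 fold changes were above 0, with a median of 2.48 on the log2 scale (camera adjusted p = 6.18e-16). The call was lost when camera estimated the correlation (adjusted p = 0.356 with an estimated correlation). Dlx1 rose from 61.0 ± 11.1 to 418 ± 42.7 FPKM (log2 fold change 2.78, SE 0.14, adjusted p = 0.00466), and Dlx1as, annotated on the other strand, rose by 1.69. These genes overlap and strand use is not stated, so both values are uncertain. Nkx2-1, the factor of the medial ganglionic eminence, stayed under the filter at 0.165 to 0.485 FPKM in all 4 libraries.

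Genes of the olfactory bulb interneuron lineage and of GABAergic interneurons were also higher. In the olfactory bulb lineage list 10 of 20 tested members rose and 0 fell, with 13 risen adjusted over the list alone and a median of 1.15 (camera adjusted p = 5.85e-12, and adjusted p = 0.356 with an estimated correlation). Besides Sp8 and Sp9 these were Cdca7 (18.6 ± 2.64 to 136 ± 20.1 FPKM, log2 fold change 2.83), Etv1 (1.33), Tshz1 (2.13), Pbx3, Prokr2 (1.61), Synpr (2.33), Zic1 (1.49) and Zic2 (1.04). In the interneuron list 14 of 26 members rose and 0 fell, and adjusted over the list alone 18 rose and 1 fell, with a median of 0.78 (camera adjusted p = 2.46e-13, and adjusted p = 0.356 with an estimated correlation). The GABA-synthesizing enzyme genes Gad1 (14.4 ± 0.768 to 67.0 ± 7.76 FPKM, 2.18) and Gad2 (9.09 ± 0.194 to 32.1 ± 3.90, 1.76) rose. The vesicular GABA transporter gene Slc32a1 rose by 1.88, and Sst, Lhx6 and Sox6, which mark interneurons born in the medial ganglionic eminence, by 1.15, 0.67 and 1.01. Slc32a1 overlaps the annotated gene Gm14205, so its value is uncertain. The olfactory bulb list shares Sp8 and Sp9 with the ventral list, and the interneuron list shares Dlx5 and Dlx6 with it.

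Intermediate progenitor genes were lower. Of 15 tested members 5 fell and 1 rose, and adjusted over the list alone 8 fell and 2 rose, with a median of -0.46 (camera adjusted p = 0.00466, and adjusted p = 0.408 with an estimated correlation). Eomes, the factor that marks these cells, fell from 53.7 ± 5.22 to 11.2 ± 3.66 FPKM (log2 fold change -2.24, SE 0.23, adjusted p = 0.0204). Neurog2 and Neurod1 fell as given above, Tfap2c fell by 1.48 and Sstr2 by 1.77 on the log2 scale, while Gadd45g rose by 0.67. Without wild-type library 2 the list's adjusted p was 0.0728.

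Genes of glutamatergic identity and of upper-layer neurons were lower. In the glutamatergic list 7 of 14 members fell and 0 rose, and 10 fell adjusted over the list alone, with a median of -0.62 (camera adjusted p = 1.43e-10, and adjusted p = 0.356 with an estimated correlation). The vesicular glutamate transporter gene Slc17a6 fell from 20.02 ± 2.74 to 4.44 ± 0.735 FPKM (log2 fold change -2.06), Nrn1 from 33.8 ± 3.08 to 6.79 ± 1.23 (-2.24) and Tbr1, a factor of early-born cortical neurons, from 114 ± 4.32 to 62.4 ± 4.36 (-0.87). The upper-layer list had 9 of 19 members lower and 0 higher, with 13 lower adjusted over the list alone and a median of -0.62 (camera adjusted p = 1.42e-10, and adjusted p = 0.356 with an estimated correlation). Dok5 fell from 69.0 ± 1.08 to 32.5 ± 3.44 FPKM (log2 fold change -1.08) and Pou3f2 from 96.6 ± 5.57 to 55.4 ± 3.61 (-0.80).

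The deep-layer and subplate lists were not called. In the deep-layer list 4 of 20 members fell and 1 rose, and adjusted over the list alone 6 fell and 4 rose (median -0.07, camera adjusted p = 0.188). Tbr1, Hs3st4 (-0.60), Tle4 (-0.50) and Pcp4 (-0.43) fell, and Etv1 rose. With genes found in more than 1 list left out, the deep-layer list was called lower (median -0.17, adjusted p = 0.00642). Among 12 subplate genes, Rbfox1 fell from 85.1 ± 2.33 to 48.2 ± 2.05 FPKM and St18 rose from 1.503 ± 0.227 to 8.60 ± 0.0732, and adjusted over the list alone 2 rose and 1 fell. The subplate median was -0.05 and the mean 0.13, with opposite signs (camera adjusted p = 0.850).

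Cell cycle genes were higher. Of 30 members 20 rose and 0 fell, and 27 rose adjusted over the list alone, with a median of 0.85 (camera adjusted p = 2.00e-21, and adjusted p = 0.356 with an estimated correlation). Ccnd2, which codes for cyclin D2, rose from 58.9 ± 3.57 to 304.5 ± 41.2 FPKM (log2 fold change 2.36, SE 0.11, adjusted p = 0.00440). Rrm2, Cdk1 and Ccnb1 rose by 0.90, 0.71 and 0.93, and Top2a and Mki67 by 1.11 and 1.01. Ccnd1, which codes for cyclin D1, had a log2 fold change of -0.16 and was not called.

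Radial glial genes moved apart. Of 22 tested members 4 rose and 2 fell, and adjusted over the list alone 6 rose and 6 fell, so the median was 0.03 and the list was not called (camera adjusted p = 0.781). Apart from Pax6 itself, Sox2 rose from 24.3 ± 2.03 to 85.8 ± 10.3 FPKM (log2 fold change 1.79, adjusted p = 0.00746), Notch1 by 0.92 and Sox9 by 0.78. Sox2 lies within another annotated gene, so its value is uncertain. Emx1, a factor of the pallium, fell from 29.4 ± 0.665 to 16.4 ± 1.06 FPKM (-0.83) and Tnc, a matrix protein gene, from 29.9 ± 0.559 to 10.8 ± 2.69 (-1.45).

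Among patterning and signalling lists the antihem was called, and the Wnt list lay close to the threshold. The antihem is the strip of progenitors at the border of the pallium and subpallium. Of its 8 members 2 fell and 0 rose, and 3 fell adjusted over the list alone, with a median of -0.53 (camera adjusted p = 0.00507, and adjusted p = 0.356 with an estimated correlation). Both, Sfrp1 (42.1 ± 2.79 to 26.5 ± 2.57 FPKM, log2 fold change -0.66) and Sfrp2 (10.4 ± 0.449 to 4.70 ± 0.963, -1.08), code for secreted Wnt inhibitors and also stand in the Wnt list, and without genes shared between lists the antihem adjusted p was 0.325. The Wnt list had the same 2 genes lower and 0 higher of 14, with 5 lower and 1 higher adjusted over the list alone, a median of -0.26 and a camera adjusted p of 0.0539. The Wnt list passed without mutant library 1 (adjusted p = 0.00802), with the replicate number as a block (0.0465) and with a pseudocount of 0.1 (0.0490), and without mutant library 2 its median was -0.07. The Notch list had 1 of 19 genes higher (Notch1), with 1 higher and 1 lower adjusted over the list alone (camera adjusted p = 0.281). The Sonic hedgehog list had 0 of 10 called, with 2 lower adjusted over the list alone (camera adjusted p = 0.184). In areal patterning 2 of 20 rose (Etv1 and Sp8), 2 rose and 5 fell adjusted over the list alone, and the median of -0.18 and the mean of 0.07 differed in sign (camera adjusted p = 0.378).

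Cadherin and Eph family genes were lower as a list, and axon guidance genes were called lower with a median that depended on 1 library. In the cadherin and Eph family list 4 of 27 members fell and 0 rose, and 8 fell and 1 rose adjusted over the list alone, with a median of -0.18 (camera adjusted p = 0.00417, and adjusted p = 0.356 with an estimated correlation). Cdh12 went from 6.79 ± 0.0325 to 1.40 ± 0.175 FPKM (log2 fold change -1.94), Cdh4 from 17.7 ± 3.32 to 5.79 ± 1.73 (-1.55), Cdh10 from 16.2 ± 1.07 to 7.45 ± 0.646 (-1.08) and Epha3 from 40.2 ± 5.66 to 18.9 ± 0.462 (-1.06). In the axon guidance list 5 of 28 fell (Unc5d, Robo2, Cntn2, Plxna4 and Sema3c) and 1 rose (Nrp2, from 3.12 to 7.805 FPKM), and 10 fell and 2 rose adjusted over the list alone, with a median of -0.11 (camera adjusted p = 0.0329, and adjusted p = 0.565 with an estimated correlation). Cntn2, which codes for a contactin on cortical axons, fell from 183 ± 17.8 to 95.1 ± 5.68 FPKM and Robo2, a Slit receptor gene, from 89.2 ± 1.45 to 52.1 ± 1.63. In the axon guidance list 13 members lay above 0 and 15 below. Its call was lost without wild-type library 1 (median -0.02, adjusted p = 0.0731), without mutant library 2 (0.0545), without the trend (0.104) and by fry (0.137).

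Cajal-Retzius cell genes were higher as a list, with 13 of 13 fold changes above 0 and a median of 0.50. Of these 2 rose, over all genes and adjusted over the list alone: Reln, which codes for the secreted protein reelin, from 47.1 ± 0.0201 to 73.6 ± 7.62 FPKM (0.63) and Cacna2d2 from 7.70 ± 1.05 to 15.4 ± 0.799 (0.96). The camera adjusted p was 0.000173, the adjusted p was 0.565 with an estimated correlation, and fry gave 0.0968.

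**Figure D2:**
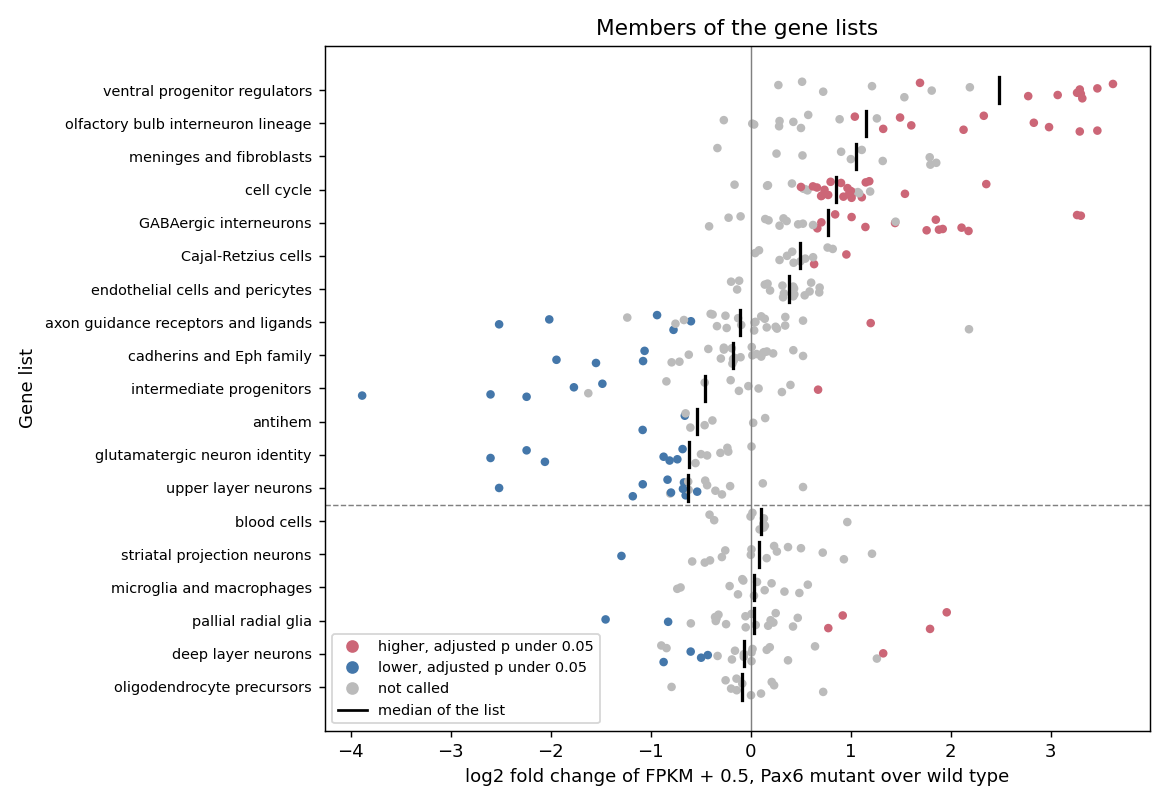
Log2 fold change of FPKM + 0.5, mutant over wild type, of each tested member of the 13 lists called by camera (above the dashed line) and of 6 lists that were not (below it), with a vertical bar at each list's median. Ventral progenitor regulators lie at a median of 2.48, the upper-layer and glutamatergic lists at -0.62 and striatal projection neurons at 0.08.

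Genes of striatal projection neurons, which are born in the lateral ganglionic eminence, were not called as a list. Of 16 tested members 0 rose and 1 fell, with the same counts adjusted over the list alone, 10 fold changes above 0 and a median of 0.08 (camera adjusted p = 0.670, fry adjusted p = 0.0618 toward higher). The member that fell was Ppp1r1b, which codes for DARPP-32, from 24.9 ± 4.77 to 9.85 ± 1.49 FPKM. Members that were not called went both ways: Foxp1 was 29.8 ± 1.02 FPKM in wild types and 19.98 ± 4.91 in mutants (adjusted p = 0.168), while Meis2 was 120.9 ± 0.308 and 173.7 ± 37.8, Bcl11b 30.5 ± 1.43 and 39.8 ± 4.46, Drd2 0.157 ± 0.0268 and 0.766 ± 0.258, and Six3, also a ventral regulator, 0.110 ± 0.0187 and 0.919 ± 0.152. Ebf1, Penk, Tac1 and Rarb were at 2.33 FPKM or less in every library.

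Vessel and meningeal genes were higher as lists with 0 members called, and most so in mutant library 1. The endothelial and pericyte list had 15 of 18 fold changes above 0 and a median of 0.38 (camera adjusted p = 0.00417, and adjusted p = 0.565 with an estimated correlation), with 0 called adjusted over the list alone. Its summed FPKM was 127 and 121 in the wild types, 181 in mutant library 1 and 140 in mutant library 2, and without mutant library 1 its median was 0.22 (adjusted p = 0.125). The meningeal and fibroblast list had 9 of 10 above 0, 0 called either way and a median of 1.06 (camera adjusted p = 0.0130, and adjusted p = 0.565 with an estimated correlation). Col1a2, a fibrillar collagen gene, was 0.739 and 0.509 FPKM in the wild types, 7.63 in mutant library 1 and 1.51 in mutant library 2. Without mutant library 1 the median was 0.52 (adjusted p = 0.0668) and without wild-type library 2 it was 1.23 (adjusted p = 0.0727). By fry the adjusted p was 0.271 for vessels and 0.309 for meninges.

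Lists of other cell types and states were not called by camera, though 3 of them passed under alternatives given with them, not counting the fry mixed test. Oligodendrocyte precursor genes had 0 of 11 called (median -0.08, adjusted p = 0.850), microglia 0 of 13 (median 0.03, mean -0.01, 0.850), blood 0 of 10 (0.11, 0.406), cortical hem and choroid plexus 0 of 6 (-0.27, 0.366), and p53 targets 0 of 14 (-0.09, 0.194), with 0 called adjusted over the list alone in each. Thalamic genes had 0 of 7 called, with 2 higher and 1 lower adjusted over the list alone (median 0.50, adjusted p = 0.188). Astrocyte genes had 1 of 13 called, Aldoc, a glycolytic enzyme gene that fell from 40.8 ± 0.221 to 12.5 ± 0.736 FPKM, and 2 rose and 2 fell adjusted over the list alone (median 0.20, adjusted p = 0.634). Hippocampal and medial pallium genes had 1 of 11 called, Zic2, and 2 adjusted over the list alone (median 0.11, adjusted p = 0.466). Of 9 immediate early and stress genes, Jun rose from 13.98 ± 1.69 to 25.2 ± 1.28 FPKM, also adjusted over the list alone (median 0.14, camera adjusted p = 0.184, fry adjusted p = 0.0292). Mitochondrially encoded genes had 0 of 13 called, with 12 of 13 below 0 (median -0.08, adjusted p = 0.0623), and the list passed as lower with a mean of at least 1 FPKM (0.0498) and with a pseudocount of 0.1 (0.0478). The 4 Y-linked genes tested had 0 called (median -2.33, adjusted p = 0.184), since mutant library 1 alone lacked them. Without mutant library 2 that list passed (median -5.04, adjusted p = 4.83e-10), and without mutant library 1 its median was 0.37. Of the lens and eye list, Cryab and Crybb3 were tested, with log2 fold changes of 0.16 and -0.55, too few for a list test. By the fry mixed test the astrocyte, hippocampal, thalamic and immediate early lists had an adjusted p of 0.00814 and p53 targets 0.0362. The other lists of this paragraph lay at 0.0581 or above. Among uncalled lists given earlier, the striatal, deep-layer, subplate, areal and Wnt lists had 0.00814. Radial glia and Sonic hedgehog had 0.00856, and Notch 0.319. A list that was not called can therefore still hold changed members.

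The authors' deposited table gives its own p-value for each gene, and 417 genes had a p under 0.05 there. Of these, 398 were tested here and 240 were among the 536 called, all 240 in the same direction. Independent lists of these sizes would share 13.9 genes, though both come from the same libraries. The other 296 called genes had a deposited p of 0.05 or more, with a median highest library of 15.6 FPKM against 49.9 for the shared genes. In the authors' deposited table Dlx2 has a fold of 8.59, Neurog2 of 0.0549 and Eomes of 0.209.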

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

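3 alternatives were added after seeing the data: short genes left out, protein-coding genes alone, and camera and fry together. The count of 536 genes stayed within 1.5 times, and kept 497 to 535 of those genes, under both pseudocounts, the stricter filter, both scalings and robust eBayes. It was 122 with no filter on low values (71 higher, 51 lower) and 54 without the mean-variance trend (34 higher, 20 lower), with 122 and 52 of them among the 536. At an adjusted p under 0.1 it was 1073 (608 higher, 465 lower). With each library left out in turn it ranged from 7 to 59 (6 to 31 higher, 1 to 28 lower), from 7 without wild-type library 1, 13 without wild-type library 2 and 27 without mutant library 2 to 59 without mutant library 1. Those fits have 1 library in a group, assumed to vary like the other group, and fewer degrees of freedom. Of 61 called genes among the 112 named besides Pax6, 58 lost the call without wild-type library 1, 57 without wild-type library 2, 35 without mutant library 1, 53 without mutant library 2, 41 without the trend and 22 with no filter, and none of the 61 changed sign in any alternative run. For Pax6 the log2 fold change ranged from 1.83 to 2.09 over the left-out libraries, with adjusted p of 0.0280 to 0.0820 (0.0790 without wild-type library 1 and 0.0820 without wild-type library 2). The added alternatives called 581 genes without genes under 300 nt and 729 among protein-coding genes alone. Values below about 0.5 FPKM rest on few fragments, which limits Gsx2 and Veph1 in their lower group.

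With the replicate number as a replicate block, 374 genes were called (221 higher, 153 lower), 336 of them among the 536, and 14 lists, all 13 and the Wnt list (adjusted p = 0.0465). Of the 112 named genes 6 lost their call and 2 gained one. Pax6 kept its log2 fold change of 1.96 (adjusted p = 0.0144). Same-numbered libraries deviated from their group means with a correlation of 0.049 over genes, which are not independent replicates, and the labels give no pairing.

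Not counting the fry mixed p-value, the number of called lists was 13 and lay between 9 and 15 in the alternatives run. The exception was camera with an estimated correlation, where it was 0 (fry called 10). That estimate rests on 2 residual degrees of freedom. The values that changed sign all belong to results without a call, and the cause was not tested. Over left-out libraries the lowest and highest medians were -0.0354 and 0.15 for radial glia, -0.14 and 0.0267 for deep layers, -0.26 and 0.0578 for oligodendrocyte precursors, -0.13 and 0.22 for hippocampus, -0.0913 and 0.15 for microglia, and -5.04 and 0.37 for Y-linked genes. Single genes ranged from -0.50 to 0.70 for Olig1, -0.0749 to 0.65 for Calb2, -0.16 to 0.0173 for Laptm5, -0.0356 to 0.32 for Hba-a1, -0.29 to 0.0454 for mt-Atp8, -6.72 to 0.0129 for Eif2s3y and -5.13 to 0.44 for Ddx3y. Oligodendrocyte precursors were at 0.0536 with a mean of at least 1 FPKM, hippocampus at -0.0414 with no filter and -0.18 with genes in 1 list only, the striatal list at -0.13 with genes in 1 list only, and mt-Co1 at 0.26 with quantile normalization.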

Other observations

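The tests of imprinted genes, of medial ganglionic eminence genes, of neighbouring genes, of single libraries and of the deposited p-values were chosen only after results had been seen. Imprinted genes, which are expressed from 1 parental copy, formed a list set after the results were seen, so its count is not independent evidence of its direction. Of 28 tested members 9 rose and 0 fell, and adjusted over the list alone 10 rose and 1 fell, with a median log2 fold change of 0.13. The noncoding RNAs Meg3, Rian and Mirg, from 1 cluster on chromosome 12, rose by 0.68, 0.61 and 1.16. H19 rose from 11.1 ± 1.84 to 28.8 ± 1.02 FPKM (1.35) and Peg10 from 4.63 ± 0.166 to 17.4 ± 3.20 (1.79), and Nnat, Peg3, Grb10 and Asb4 also rose. A list of the medial ganglionic eminence and its interneurons, also set after the results were seen, had 4 of 8 tested members higher and 0 lower, and 7 higher adjusted over the list alone, with a median of 0.65. All 8 are members of the interneuron list as well, so this count adds no independent evidence, and the region's own factors Nkx2-1 and Lhx8 stayed under the filter.

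Called genes often lay side by side on the chromosome. Of adjacent tested genes, 41 pairs were called in the same direction (23 higher and 18 lower) and 9 in opposite directions. Over 10000 permutations of the calls the same-direction count averaged 9.48 and reached at most 23. In 10 of the 41 pairs the annotated genes overlap, so that reads can be shared. Slc32a1, Veph1 and Plxna4 are in such pairs, so their values are uncertain as well. Examples without overlap are Dlx1 and Dlx2, Cdh10 and Cdh12, Zfp516 and Tshz1, and Rbp7 and Nmnat1.

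Among possible causes of the higher ventral regulators in mutant cortex are a changed identity of cortical cells and ganglionic eminence dissected along with the mutant cortex. Tissue carried over with striatum would raise striatal genes. The 14 striatal members outside the other ventral lists had a median log2 fold change of 0.0047 (bootstrap 95% interval -0.41 to 0.26), under a bound of 1.24. That bound was set from the ventral list's median of 2.48, not from a model of mixed tissue. Members well expressed in wild types, such as Foxp1 (29.8 FPKM) and Pde10a (21.2 FPKM), would rise little with a small share of striatum. Their values therefore cannot exclude such a share. The 7 tested members under 3 FPKM in the wild types, where a small share would show, had a median of 0.16 (-0.29 to 0.72), and none had a mutant mean above 1.92 FPKM. Nor did 1 mutant library carry the rise: without each library in turn the median of the ventral list was at least 2.46, and the list kept its camera call at the preset correlation (over all libraries, adjusted p = 0.356 with an estimated correlation). A small share of striatum stays open. Germinal zone of the ganglionic eminence without striatum, and a changed identity of cortical cells, were not tested and both stay open. Other causes were not tested either.

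A stretch of another strain's chromosome around the mutant allele could place called genes near Pax6 on chromosome 2. Within 20 Mb, 9 of 230 tested genes were called, 3.91% (exact 95% interval 1.8% to 7.3%) against 3.47% of all tested genes, and the permutation test by shifts of the calls along the genome gave a one-sided p of 0.384. All 9 were higher, among them Paupar, the noncoding neighbour of Pax6, and the cell cycle genes Bub1b, Knl1 and Nusap1. The interval reaches past the 5.2% set as the bound, so linked variants and regulation by Pax6 cannot be told apart for these 9 genes.

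Of the 398 genes with a p under 0.05 in the authors' deposited table that were tested here, 158 were not called. Most of the 158 had libraries within 2-fold of each other in both groups. The other 33.5% had libraries of 1 group over 2-fold apart, among them Suco, against 2.5% of the genes that were called. The limma call itself depends on the spread within groups, so a difference in this direction is built into the comparison. It therefore cannot tell how the deposited p-value was computed. Suco was 16.8 and 18.4 FPKM in the wild types and 15.9 and 614 in the mutants, with p = 2.23e-72 in the authors' deposited table and a limma adjusted p of 0.481 here. In 100% of 1009 sets of genes that share the whole-number parts of both group values the deposited p-value was the same, against 13.2% when values were rounded instead. This is consistent with the explanation that the deposited p-value was computed from 1 whole number per group and holds no spread between libraries. No biological explanation was tested.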
